# Genetic architecture of gene expression underlying variation in host response to porcine reproductive and respiratory syndrome virus infection

**DOI:** 10.1038/srep46203

**Published:** 2017-04-10

**Authors:** Arun Kommadath, Hua Bao, Igseo Choi, James M. Reecy, James E. Koltes, Elyn Fritz-Waters, Chris J. Eisley, Jason R. Grant, Robert R. R. Rowland, Christopher K. Tuggle, Jack C. M. Dekkers, Joan K. Lunney, Le Luo Guan, Paul Stothard, Graham S. Plastow

## Abstract

It has been shown that inter-individual variation in host response to porcine reproductive and respiratory syndrome (PRRS) has a heritable component, yet little is known about the underlying genetic architecture of gene expression in response to PRRS virus (PRRSV) infection. Here, we integrated genome-wide genotype, gene expression, viremia level, and weight gain data to identify genetic polymorphisms that are associated with variation in inter-individual gene expression and response to PRRSV infection in pigs. RNA-seq analysis of peripheral blood samples collected just prior to experimental challenge (day 0) and at 4, 7, 11 and 14 days post infection from 44 pigs revealed 6,430 differentially expressed genes at one or more time points post infection compared to the day 0 baseline. We mapped genetic polymorphisms that were associated with inter-individual differences in expression at each day and found evidence of *cis-*acting expression quantitative trait loci (*cis-*eQTL) for 869 expressed genes (qval < 0.05). Associations between *cis*-eQTL markers and host response phenotypes using 383 pigs suggest that host genotype-dependent differences in expression of *GBP5, GBP6, CCHCR1 and CMPK2* affect viremia levels or weight gain in response to PRRSV infection.

Porcine reproductive and respiratory syndrome (PRRS) virus, or PRRSV, is a positive-strand RNA virus that belongs to the Arteriviridae family^1^. PRRSV causes decreased reproductive performance and respiratory problems in pigs, which result in significant economic losses in the swine industry^2^,^3^. Individual pigs vary in susceptibility to PRRSV infection and several single nucleotide polymorphism (SNP) markers were found to be associated with viremia levels (VL) and weight gain (WG) by genome-wide association studies (GWAS)^4^,^5^. For example, a quantitative trait locus (QTL) in high linkage disequilibrium (LD) with the SNP WUR10000125 (WUR) was identified on *Sus scrofa* chromosome 4 (SSC4) that explained a considerable amount of the total genetic variance for VL (13.2%) and WG (9.1%) of weaned piglets following experimental infection^4^. Nine additional regions were reported to explain a further 5.2% and 8.5% of the genetic variance for VL and WG, respectively^4^. A recent study of gene expression in this QTL region identified a putative quantitative trait nucleotide in the guanylate binding protein 5 (*GBP5*) gene, that creates alternative splicing of GBP5 RNA, which decreased wild type RNA levels expressed from the unfavorable allele^6^. Studies of *GBP5* knockout mice indicated that *GBP5* functions in host defense, inflammasome assembly, and inflammatory responses to pathogenic bacteria^7^ and recently another study reported that *GBP5* potently restricts HIV-1 and other retroviruses^8^. Thus the predicted loss of wild type GBP5 expression from the unfavorable allele is consistent with the poor outcome of homozygous individuals following PRRSV infection. However, candidate causal genes in the other nine regions are still unknown.

Variation in gene expression among individuals has a strong genetic component^9^, and specific polymorphic loci affecting gene expression, known as expression quantitative trait loci (eQTL), have been reported^10^. Responses to pathogen invasion and immunity to infection require coordinated regulation of gene expression^11^. Recent studies indicate that variation in expression levels of genes involved in immune responses are associated with regulatory variants^12^. For example, Barreiro *et* *al*.^13^ infected monocyte-derived dendritic cells from 65 human individuals with *Mycobacterium tuberculosis* and identified several polymorphisms associated with variation in cytokine expression, including *CXCR1, IL1Ra* and *IL15*. Further, they integrated eQTL data with results from a previous GWAS for pulmonary tuberculosis and identified a promising candidate gene, *DUSP14*, that may underlie susceptibility to *Mycobacterium tuberculosis* infection^13^. There is increasing evidence to indicate that SNPs associated with complex traits are likely to be eQTLs^14^,^15^. In this study, we aimed to identify genes and mechanisms that affect the susceptibility to PRRSV infection through the integration of eQTL and GWAS analyses. Our results lend further support to the important role of *GBP5* in host response to PRRSV infection and also identified additional candidate genes within the top GWAS regions associated with VL and WG reported in earlier studies^4^,^5^,^6^.

## Results

### Temporal transcriptional response to PRRSV infection

To study gene expression dynamics during PRRSV infection, we used data from two independent virus challenge trials, which involved 44 pigs that were infected by PRRSV isolate NVSL97-7985. Detailed information on the experimental pigs is provided in Supplementary Tables S1A and S1B. Illumina paired-end sequences from 190 blood RNA samples collected at time points 0 (just prior to experimental infection), 4, 7, 11 and 14 days post infection (DPI) were retained. 

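The counts analysed here came from the trial PHGC5, in which pigs were challenged with PRRSV, a virus that infects the macrophages of pigs, and bled before infection and on set days after it. They cover blood libraries from 28 pigs at 0, 4, 7, 11 and 14 DPI (25, 26, 27, 27 and 26 libraries, respectively), one library per pig and day. A further 24 libraries each at 21 and 28 DPI were used for checks. The libraries of the other trial were not analysed here. Of the 28 pigs, 18 were female and 10 male, and 22 had a library on all 5 days. The sample labels give the collection day of 26 of the 27 libraries treated here as 11 DPI as day 10, whereas the paper uses 11 DPI, which is used below. Globin transcripts were reduced before sequencing. The authors aligned the reads to Sscrofa10.2 and deposited, for each library, the number of reads counted on each of 25322 Ensembl genes, without normalization. Counts on genes ranged from 4270350 to 26611780 per library, with a median of 13483083 at 0 DPI, 12142871 at 4 DPI, 14041473 at 7 DPI, 12254138 at 11 DPI and 15846848 at 14 DPI. From these counts, genes with a CPM above 4 in at least 0.5 of the libraries were retained, libraries were normalized by edgeR's TMM method, and each day was compared with 0 DPI by edgeR's quasi-likelihood test with day and sex in the model and Benjamini-Hochberg adjustment. The paper's model also had trial, post-globin-depletion RIN and population structure as terms, which were not used here. A single gene, ENSSSCG00000014725, took up to 45.9% of the counts of one library, against a median of 1.65%, and ENSSSCG00000007978 took up to 44.5%, against a median of 0.66%, so that the depth left for other genes varied between libraries. In a check of each library against the others of the pig in its label, 13 libraries (12 of those at 0 to 14 DPI) resembled another pig more closely than the labelled one. They were kept under their labels, and values without them are given for some of the results. The clusters and principal components were not run without them.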

Approximately 84% of the 4.2 billion sequenced reads (an average of 22 million paired-end reads per sample) were mapped to the pig reference genome (Sscrofa10.2)^16^. Following sample and gene filtering steps, a set of 8863 genes was identified as expressed in porcine peripheral blood across the 190 samples. 

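Of the 25322 genes counted, 8634 had a CPM above 4 in at least 0.5 of the libraries at 0 to 14 DPI, the filter the paper describes. With a CPM above 1 in place of 4, and with edgeR's filterByExpr, which moved the number most, to 12676, more genes were retained. The files also hold 4173 genes with no count in any library.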

Using a generalized linear model, 6430 genes were declared differentially expressed (DE) in response to PRRSV infection for at least one DPI compared to the day 0 baseline (Benjamini-Hochberg corrected p-value < 0.05). 

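Over the libraries at 0 to 14 DPI, 3230 of the 8634 genes tested (37.4%) had an adjusted p-value under 0.05 for at least one of the 4 days against 0 DPI (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment within each day). Because each pig was sampled repeatedly, the same test was run with the pig as a block in place of sex, the pairing being taken from the pig numbers in the labels, and gave 4129 genes. Libraries of the same pig did deviate together from their day means, with a mean correlation of 0.263 over 248 pairs of libraries, against -0.007 over 6615 pairs from different pigs. The block gave the largest number of the alternatives set before the data were examined, and restricting the fit to pigs with a library on all 5 days gave the smallest, 2563 genes. Without the 12 libraries that resembled another pig, an alternative chosen after seeing the data, 4307 genes passed, and 5385 when the pig was also a block.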

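At 4 DPI, 2738 genes were DE against 0 DPI, 1474 with increased and 1264 with decreased expression, out of 8634 tested. The numbers at the other days were 155 at 7 DPI (82 increased, 73 decreased), 661 at 11 DPI (305 and 356) and 268 at 14 DPI (154 and 114). With the pig as a block, the pairing being taken from the labels, the numbers were 2906, 429, 1667 and 582, respectively (mean correlation of same-pig deviations 0.263, against -0.007 between pigs). The number at 4 DPI was the largest of the 4 days in each of the 22 settings tried, the main one included. The margin depended on the setting. With the pig as a block and without the libraries that resembled another pig, 3126 genes were DE at 4 DPI and 3071 at 11 DPI. Which direction held more genes depended on the processing. With the pig as a block 1540 increased and 1366 decreased at 4 DPI, and with upper quartile normalization in place of TMM 1205 and 1823. Without the libraries that resembled another pig the numbers were 1352 and 1470 at 4 DPI, and 238 and 364 at 14 DPI. Of the DE genes at 4 DPI in the fit without the block, 2403 were DE on no other day and 394 changed by more than 2-fold, and 25 genes were DE on all 4 days. With the block these counts were 2109, 339 and 75. At 4 DPI, 26 libraries were compared with 25 at 0 DPI, and the day medians of counts per library were 12142871 and 13483083.

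**Figure D1:**
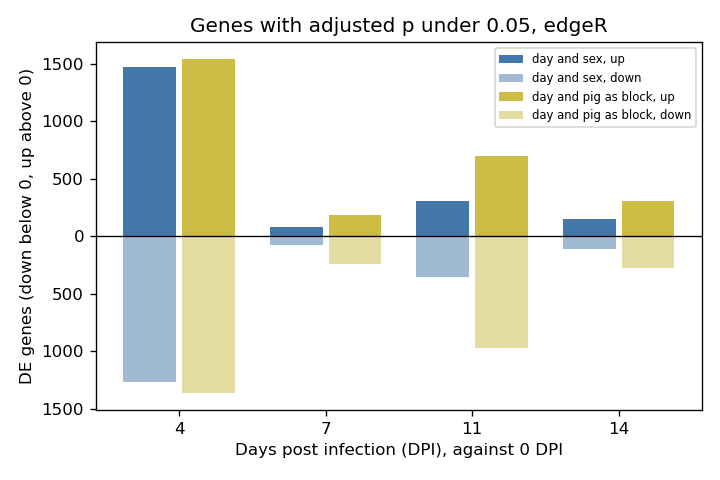
Number of DE genes (adjusted p under 0.05, edgeR) at each day against 0 DPI, in PHGC5 pigs. Bars above 0 count genes with increased and bars below 0 genes with decreased expression, in the fit with day and sex (blue) and with day and the pig as a block (yellow). At 4 DPI, 1474 genes increased and 1264 decreased without the block.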

The largest number of DE genes was observed at 4 DPI (4753 genes). Similar (or even larger) numbers of infection responsive or DE genes have been reported post infection in previous studies on PRRS^17^ and other infections^13^,^18^.

Hierarchical clustering of these DE genes by their log-average abundance per day (derived from log-average abundance at day 0 and ratios of log-abundance at other DPI relative to day 0) revealed four broad clusters with distinct expression profiles (Fig. 1A and C). 

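The 3230 DE genes were clustered from their fitted log2 abundance per day, with correlation distance and average linkage, and the tree was divided into 4 clusters. Each cluster was matched by correlation to the profile of Fig. 1C it resembled most (read by eye from the figure). The clusters held 1397 genes (matched to C2, r = 0.979), 1481 genes (C3, r = 0.997), 311 genes (C4, r = 0.984) and 41 genes (C1, r = 0.979). These correlations are over the 5 days and the profiles were chosen as the best match, so they describe the resemblance and test nothing. With Ward linkage no cluster matched C1 best, and with the DE genes of the fit that had the pig as a block 342 genes did.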

The biological functions that represented each cluster were determined by gene ontology (GO) enrichment analysis, taking the set of all expressed genes as the reference set. 

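Mean fitted expression of the 41 genes in the cluster matched to C1 was 4.56 log2 CPM at 0 DPI, 4.79 at 4 DPI, 4.87 at 7 DPI, 5.04 at 11 DPI and 4.84 at 14 DPI, with standard errors over genes from 0.32 to 0.33. The 311 genes in the cluster matched to C4 had 4.88, 4.77, 4.66, 4.44 and 4.62 log2 CPM on the same days, with standard errors of 0.09. The standard errors over genes mostly reflect differences in expression level between genes, and genes are not independent replicates. The size of the cluster matched to C1 moved most between settings, from 0 genes with Ward linkage to 342 genes when the DE genes came from the fit with the pig as a block, where that cluster rose from 4.89 at 0 DPI to 5.35 at 11 DPI. GO terms were not analysed here.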

The expression level of cluster 1 (C1) genes, which were enriched for the GO term immune response, increased following infection; whereas, the expression level of cluster 4 (C4) genes, which were enriched for the GO term regulation of transcription, showed the opposite trend (Fig. 1B and C). 

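The 1397 genes in the cluster matched to C2 fell from a mean of 4.79 log2 CPM at 0 DPI to 4.33 at 4 DPI, and were at 4.75, 4.86 and 4.88 at 7, 11 and 14 DPI (standard error over genes 0.045). The 1481 genes in the cluster matched to C3 rose from 5.43 at 0 DPI to 6.18 at 4 DPI, and were at 5.64, 5.55 and 5.46 on the later days (standard error 0.052). Under the 4 other ways of clustering, the genes matched to C2 numbered from 1145 (Ward linkage) to 1346 (DE genes with the pig as a block), and those matched to C3 from 1381 to 1748. GBP6 and CMPK2 were in the cluster matched to C3. GO terms were not analysed here. From these profiles, the paper describes 2 clusters with opposite changes at day 4.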

The expression level of cluster 2 (C2) genes, which were enriched for GO terms DNA metabolic process and cell cycle, showed a sharp decrease at day 4; whereas, the expression level of cluster 3 (C3) genes, which were enriched for the GO terms regulation of apoptosis and intracellular signaling cascades, showed a sharp increase at day 4 (Fig. 1B and C). The complete list of enriched GO terms per cluster is provided in Supplementary Table S2.

### Mapping *cis*-eQTLs in response to PRRSV infection

In addition to the gene expression data described above, PorcineSNP60 BeadChip genotype data (see Methods) for the same set of 44 pigs were available as part of the previously reported GWAS^4^. The availability of these two datasets made it possible to perform expression quantitative trait loci (eQTL) analyses to help identify genetic markers associated with gene expression variation during PRRSV infection.

In this study, we tested genotype-gene expression associations separately for each DPI and for each of the 8863 expressed genes. Given the small sample size in each analysis (n = 44) and hence the relatively low statistical power, we did not test for *trans*-eQTL and only focused on *cis*-eQTL between each autosomal gene and SNPs in its *cis*-candidate region (from 1 Mb upstream of the transcription start site to 1 Mb downstream of the transcription end site). Since the 44 pigs were selected from two different genetic backgrounds (16 from trial PHGC3 and 28 from trial PHGC5), we performed a principal component analysis (PCA) on the genotype data to detect population structure. We observed that the first principal component (PC) clearly separated pigs from the two trials and the second PC separated pigs from PHGC5 into three subgroups (Supplementary Fig. S1). We also performed PCA on the regularized log (rlog; see Methods) transformed expression matrix from all 190 samples. 

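Principal components were computed from the rlog values of the 8634 expressed genes over the libraries at 0 to 14 DPI. The first 3 components explained 35.8%, 20.0% and 11.95% of the variance, 67.8% together. With the variance stabilizing transformation, log2 CPM or the 500 most variable genes in place of rlog values of all genes, the first 3 together ranged from 67.5% to 71.5%.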

The first three PCs explained ~70% of the variance in the expression data (Supplementary Fig. S2). 

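Because all the libraries came from one trial, separation by trial could not be examined. PC3 set the 4 DPI libraries apart most: in 88.2% of the pairs of one 4 DPI library and one library of another day, the 4 DPI library lay on the same side along PC3, against 65.7% for PC1 and 60.7% for PC2. Day accounted for a share of 0.409 of the variance of PC3, 0.077 of PC1 and 0.065 of PC2. The pig accounted for 0.287, 0.284 and 0.314 of PC3, PC1 and PC2. The naming format of the libraries, a stand-in for library batches, accounted for 0.192, 0.01 and 0.037. These shares are not adjusted for the number of groups. A share rises with that number, which is far larger for the 28 pigs than for day or format. The shares therefore do not rank the pig against day or format. Among these libraries, those named with a T were all at 4 DPI, so the shares of day and format in PC3 cannot be fully separated. PC3 was also the component that set 4 DPI apart most under each of the 3 other choices of transformation or genes. PC1 and PC2 were correlated with log2 of the share of a library's counts on ENSSSCG00000014725 and ENSSSCG00000007978 together (Pearson r = -0.49 and -0.748), whereas PC3 was not (r = 0.053). Over the 500 most variable genes, PC1 had r = -0.907 and PC2 r = 0.108. These are a description over libraries that are not independent, since pigs were sampled repeatedly.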

Here too, the first PC separated the pigs by trial, whereas the third PC clearly separated the 4 DPI samples from the others. Probabilistic Estimation of Expression Residuals (PEER) software was used to identify hidden confounding factors based on the rlog transformed expression matrix and known covariates (see Methods) and to generate residual expression levels. We performed an eQTL analysis (see Methods), testing associations between SNP genotypes and residual expression levels, and found 579, 902, 1269, 566 and 1174 unique SNPs showing significant *cis*-eQTL signals (qval < 0.05) at 0, 4, 7, 11 and 14 DPI respectively. The *cis*-eQTL SNPs for the five time points were linked to 198, 278, 439, 205 and 392 unique *cis*-genes, respectively, i.e. genes whose expression levels were associated with variation at a particular SNP. In total, we identified 2523 unique SNPs and 869 unique genes with evidence of *cis*-eQTL signals at one or more DPI.

### Identifying *cis*-eQTL SNPs and *cis*-genes associated with VL and WG

Next, we sought to identify *cis*-eQTL that may affect VL or WG by determining the overlap between locations of the 2523 unique *cis*-eQTL SNPs identified here and the top genomic regions of 1 Mb each that were reported to be associated with the same traits in a previous GWAS^4^ (Supplementary Table S3; see Methods). A total of 12 and 23 of our *cis*-eQTL SNPs (Supplementary Table S4) overlapped with the top 8 autosomal regions that were reported in that GWAS for VL and WG, respectively (note that the X chromosome was excluded from our study due to insufficient power to perform eQTL analysis separately for males and females).

Not all of the 12 and 23 *cis*-eQTL SNPs that overlapped with the GWAS regions are expected to be associated with VL or WG. Thus, to refine this set of SNPs to obtain trait-associated candidate *cis*-eQTL SNPs, we tested their associations (see Methods) with VL and WG separately at each DPI (4, 7, 11 and 14 for VL; 7, 14, 28, 35 and 42 for WG) using data from 383 animals (from trial PHGC3 and PHGC5) for which both genotype and phenotype data were available. Based on this, we identified a refined set of 11 and 12 candidate *cis*-eQTL SNPs (with an intersect of 7 SNPs) that were associated with VL and WG respectively at one or more DPI (Supplementary Table S4). Further investigation of the *cis*-genes linked to these trait-associated candidate *cis*-eQTL SNPs, identified 5 candidate *cis-*genes (*CD1D, FCER1A, FCRL6, GBP5, GBP6*) within 2 GWAS regions for VL and 5 candidate *cis-*genes (*CCHCR1, CMPK2, GBP5, ICE2, PPT2*) within 4 GWAS regions for WG (Table 1). The set of 7 *cis*-eQTL SNPs that were found associated with both traits fell within the *cis*-regulatory region of *GBP5* and the GWAS region at 139–140 Mb on SSC4.

### Candidate genes underlying variation in host response to PRRSV infection

To validate the *cis*-eQTL SNPs identified above, we tested for evidence of allele-specific expression (ASE) at their *cis-*genes after first correcting for bias associated with mapping reads that contain the non-reference allele to the reference genome (see Methods). We found strong evidence of ASE (p < 0.01) for all *cis*-eQTL SNPs for *GBP5* at almost all DPI (including day 0), with the WUR SNP among the most significant (p < 1e-06) *cis*-eQTL SNPs (Fig. 2). The other gene in the same GWAS region, *GBP6*, showed strong evidence of ASE (p < 0.01) at all time-points post infection (Fig. 3). The *CD1D* gene did not show evidence of ASE at any DPI. The gene *CCHCR1* (Fig. 4) showed evidence of ASE across multiple DPI (p = 0.03 at day 0; p = 0.04 at 7 DPI; p = 0.05 at 11 DPI; p = 0.005 at 14 DPI), while *CMPK2* (Fig. 5) showed evidence of ASE at 4 DPI alone (p = 0.05). The other candidate genes (*FCER1A, FCRL6, ICE2, PPT2*) could not be tested for ASE due to inadequate read depth at their exonic SNPs. Details of the ASE test results are provided in Supplementary Table S5. We thus narrowed the list of candidate genes that underlie variation in host response to PRRSV infection within the top GWAS regions for VL and WG traits down to those validated with ASE, i.e., *GBP5, GBP6, CCHCR1* and *CMPK2*. The DE, eQTL, phenotype associations, and ASE for these final candidate genes for VL and WG are shown in Figs 2, 3, 4, 5, with detailed statistics provided in Supplementary Table S6. 

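Genotype at the WUR SNP (WUR10000125, chromosome 4, position 139666819 of Sscrofa10.2) was available for the 28 pigs, of which 18 were AA, 9 AB and 1 BB, with A the susceptibility allele. GBP5 (ENSSSCG00000024973) expression was 3.87 ± 0.61 log2 CPM (SD, n = 17) in AA pigs and 4.62 ± 0.51 (SD, n = 7) in AB pigs at 0 DPI, lower in AA pigs by 0.75 (exact permutation test, two-sided, p = 0.00977, adjusted p = 0.0244 over the 5 days). At 4 DPI it was 4.03 ± 0.88 (n = 16) and 4.84 ± 0.64 (n = 9), with a difference of 0.82 (exact permutation p = 0.0229, adjusted 0.0382). At 14 DPI it was 3.96 ± 0.54 (n = 17) and 4.82 ± 0.64 (n = 8), with a difference of 0.86 (exact permutation p = 0.00158, adjusted 0.00788). The differences at 7 DPI (0.58, n = 17 and 9, exact permutation p = 0.0543, adjusted 0.0679) and 11 DPI (0.38, n = 17 and 9, exact permutation p = 0.174, adjusted 0.174) had an adjusted p over 0.05. Of the alternatives, the one-sided test passed at 7 DPI (adjusted exact permutation p = 0.0294), and a model additive over AA, AB and BB, which adds the BB pig, passed at 11 DPI (adjusted exact permutation p = 0.0388) and not at 7 DPI (0.180). Without TMM normalization, the choice that moved these differences most, they were 0.36, 0.59, 0.10, 0.16 and 0.75 at 0, 4, 7, 11 and 14 DPI, and none had an adjusted p under 0.05. The SD was then wider in both genotypes on each day, at 0 DPI 1.04 in AA and 1.67 in AB pigs. Scaling by library size alone does not adjust for the share of counts taken by the dominant genes, which varied between libraries. Within sexes, the adjusted exact permutation p at 4 DPI was 0.0601. Among the libraries named by pig and day, one of the naming formats in the labels, there was 1 AB pig on each day, too few for a test, and its difference from the AA mean was 0.08, -0.12, 0.43, 0.10 and 0.48 on the 5 days. Within the other libraries the difference was 0.87, 1.05, 0.66, 0.56 and 0.94 on the 5 days. Genotypes at the SNPs of GBP6, CCHCR1 and CMPK2 were not used here. The paper states that the susceptibility allele went with lower expression of GBP5.

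**Figure D2:**
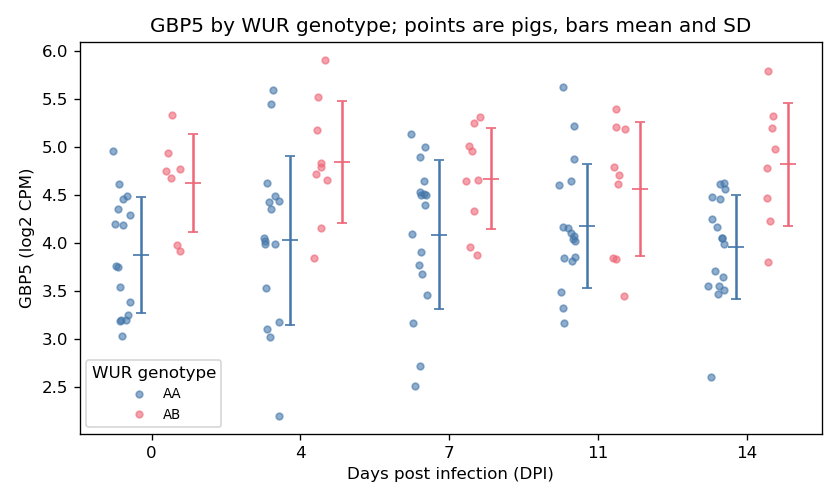
GBP5 expression (log2 CPM) of each PHGC5 pig by DPI and WUR genotype, AA in blue and AB in red, with the mean and SD beside the points. At 14 DPI the AA pigs averaged 3.96 and the AB pigs 4.82 log2 CPM, and the points of the 2 genotypes overlap on each day.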

For *GBP5, GBP6* and *CCHCR1*, the susceptibility allele (allele associated with higher VL and/or lower WG) was associated with lower expression at their respective *cis*-eQTLs and genes, whereas for *CMPK2*, the susceptibility allele showed the opposite trend in expression. In general, for VL, differences among genotypes were observed at the same and/or subsequent DPIs as when the significant eQTL was observed whereas for WG, the differences were not immediately apparent as can be expected.

## Discussion

A large proportion of genetic variance for VL and WG following experimental PRRSV infection of weaner pigs was explained by several markers that were in strong LD in the Chr4:139 Mb region^4^,^5^. A recent study^6^ showed that pigs with the susceptible genotype (Allele A of WUR10000125, associated with increased VL) expressed *GBP5* at a lower level than the resistant genotype and primarily produced an alternate splice form that was predicted to produce a truncated protein. That study focused on the WUR region and tested differential expression and splicing using the 16 animals from trial PHGC3 and validated the results using the 28 animals from trial PHGC5. 

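To ask whether the genotype difference in GBP5 grew after infection, the within-pig change from 0 DPI was compared between AB and AA pigs. AB pigs changed more than AA pigs by 0.27 log2 CPM at 4 DPI and 0.24 at 14 DPI. They changed less at 7 DPI (-0.18) and 11 DPI (-0.23). Each of these had an adjusted p of 0.539 (exact permutation test, two-sided, over the 4 days). No change in the genotype difference was thus detectable with at most 16 AA and 7 AB pigs. Without the libraries that resembled another pig, which left 4 or 5 AB pigs, the values were 0.091, -0.135, -0.017 and 0.035 at 4, 7, 11 and 14 DPI. Each then had an adjusted p of 0.957 in the same test. Day alone changed GBP5 little: against 0 DPI its log2 fold change was 0.29 (standard error 0.20) at 4 DPI, and the adjusted p-values at the 4 days ranged from 0.277 to 0.895 (edgeR's quasi-likelihood test). With the pig as a block, the pairing taken from the labels (mean correlation of same-pig deviations 0.263), the log2 fold change at 4 DPI was 0.18 (standard error 0.14, adjusted p = 0.337). In edgeR's test of AA against AB across all 8634 genes, GBP5 ranked 44 by p-value at 0 DPI (p = 0.0107), 788 at 4 DPI (p = 0.0757), 1249 at 7 DPI (p = 0.0717), 1933 at 11 DPI (p = 0.33) and 1 at 14 DPI (p = 0.000702), with adjusted p-values of 1, 0.762, 0.46, 1 and 1. At 14 DPI, 226 genes had an unadjusted p under 0.05. The share of the variance of GBP5 that lay between pigs was 0.519, higher than that of 97.3% of genes, whose median was 0.164.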

The host-genotype dependent expression differences for *GBP5* reported in that study were confirmed here, where we combined these two data sources and integrated GWAS results with eQTL and ASE analyses. Further, we hypothesize that the eQTL for *GBP5* provides control at the post-transcriptional level. Allele A at SNP WUR10000125 is in extremely high LD with a premature stop codon (111 bp upstream of the last exon-exon junction) in the coding region of *GBP5*^6^. If a transcript harbors a premature termination codon whose location is > 50 bp upstream of the final exon-exon junction, it is highly likely to be degraded by the nonsense-mediated decay (NMD) pathway^19^. Thus, the *cis*-eQTL for *GBP5* (lower expression associated with the A allele) can potentially be explained by NMD of the RNA transcript that is preferentially expressed by the A allele.

This study also aimed to identify additional candidate genes that underlie variation in phenotypes (VL and WG) through our integrated eQTL analyses approach. One such candidate gene for VL is *GBP6*. 

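GBP6 (ENSSSCG00000030801) was expressed at 3.99 ± 0.53 log2 CPM (SD, n = 25) at 0 DPI and 4.91 ± 0.56 (SD, n = 26) at 4 DPI, a log2 fold change of 0.95 (standard error 0.14, adjusted p = 1.76e-08, edgeR's quasi-likelihood test), and rose in 21 of the 23 pigs with libraries on both days. The log2 fold change was 0.47 (adjusted p = 0.0496) at 7 DPI, 0.72 (adjusted p = 0.000225) at 11 DPI and 0.45 (adjusted p = 0.0511) at 14 DPI. With the pig as a block, the pairing being taken from the labels (mean correlation of same-pig deviations 0.263), these were 0.89, 0.45, 0.70 and 0.49, with adjusted p-values of 1.8e-10, 0.00651, 4.68e-06 and 0.00211. The median count of GBP6 per library was 208 at 0 DPI and 425.5 at 4 DPI. GBP5 and GBP6 belong to one gene family, and reads assigned to more than one gene were not counted by the authors. Allele-specific expression was not analysed here.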

Although we consider *GBP5* as a better candidate gene for PRRS response than *GBP6* in the chr4:139 Mb region, the fact that *GBP6* was upregulated after infection and showed evidence of ASE at all time-points post infection indicates that its *cis*-eQTL may respond to viral infection. These and other members of the GBP family are interferon-inducible GTPases that are known to be involved in immunity against intracellular bacteria, protozoa and viruses^20^,^21^,^22^. Other researchers, analysing limited numbers of type 2 PRRSV infected pigs, identified a SNP in *GBP1* but not WUR to be associated with increased WG and lower VL^23^.

The other candidate genes for VL, *FCRL6* and *FCER1A*, could not be tested for ASE due to lack of heterozygous exonic SNPs called from our RNA-Seq data for those genes. While *FCRL6* was down regulated at all DPI compared to 0 DPI, the expression of *FCER1A* did not change initially but was slightly upregulated at later DPI. Both *FCRL6* and *FCER1A* encode Fc receptors that are involved in immunity and our data showed a higher expression of the susceptibility allele at their *cis*-eQTLs, which might indicate their involvement in some aspect of signalling that is induced by the virus. A previous GWAS in humans identified *FCER1A* as a susceptibility locus that influences total serum IgE^24^. Moreover, *FCRL6* and *FCER1A* are also likely to act in a negative regulatory role to limit the pro-inflammatory environment that is established during anti-viral immune response, as has been shown for several members of the family of Fc receptors^25^,^26^.

Among our candidate genes for WG, *CMPK2* has been reported to be associated with monocytic/macrophage terminal differentiation^27^ and *CCHCR1* might function in EGFR-STAT3 signaling and innate immunity^28^. 

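CCHCR1 (ENSSSCG00000001391) was expressed at 5.09 ± 0.56 log2 CPM (SD, n = 25) at 0 DPI and 4.77 ± 0.57 (SD, n = 26) at 4 DPI. The log2 fold change at 4 DPI was -0.31 (standard error 0.19, adjusted p = 0.206, edgeR's quasi-likelihood test), and expression fell in 17 of the 23 pigs with libraries on both days. With the pig as a block, the pairing being taken from the labels (mean correlation of same-pig deviations 0.263), it was -0.23 (standard error 0.17, adjusted p = 0.307). The log2 fold change was 0.31 (adjusted p = 0.548) at 7 DPI, 0.37 (adjusted p = 0.19) at 11 DPI and -0.01 (adjusted p = 0.987) at 14 DPI. No alternative brought the adjusted p at 4 DPI under 0.05. The genotype comparison was not analysed here.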

The gene *CCHCR1* was significantly down-regulated at 4 DPI compared to day 0 and was expressed at a lower level at all DPI in individuals homozygous for the susceptibility allele. In contrast, the gene *CMPK2* was over two-fold up-regulated at 4 DPI compared to day 0 and was expressed at a higher level in individuals carrying the susceptibility allele, with the greatest differences observed at DPI at or following the DPI corresponding to its significant *cis*-eQTL. These observations might indicate that a favorable response for the host would be one where the infection responsive effects (suppression or induction) at these candidate genes are controlled. 

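CMPK2 (ENSSSCG00000008647) was expressed at 7.07 ± 0.65 log2 CPM (SD, n = 25) at 0 DPI and 8.25 ± 0.68 (SD, n = 26) at 4 DPI, a log2 fold change of 1.22 (standard error 0.16) or 2.33-fold (adjusted p = 2.58e-10, edgeR's quasi-likelihood test), and rose in 21 of the 23 pigs with libraries on both days. With the pig as a block, the pairing being taken from the labels (mean correlation of same-pig deviations 0.263), it was 1.17 (standard error 0.16, adjusted p = 2.24e-09). Across the alternatives set before the data were examined it lay between 1.04 and 1.22. At 7, 11 and 14 DPI the log2 fold change was 0.37, 0.34 and 0.21, with adjusted p-values of 0.264, 0.154 and 0.535. The median count of CMPK2 per library was 1981 at 0 DPI and 4181.5 at 4 DPI. The genotype comparison was not analysed here.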

The other candidate genes for WG, *ICE2* and *PPT2*, could not be tested for ASE due to lack of heterozygous exonic SNPs called from our RNA-Seq data. Not much is known about the role of *ICE2* and *PPT2* in immunity but *PPT2* is annotated to pathways related to fatty acid metabolism, which are known to be induced in the host by many viruses^29^. Both *PPT2* and *CCHCR1* and their *cis*-eQTLs fall within the SLA/MHC complex of the pig genome^30^,^31^.

A recent GWAS^32^ used single-SNP and Bayes-B methods to jointly analyze data from 13 PHGC trials on piglet responses to infection with one of two PRRSV isolates (NVSL and KS06), including the PHGC3 and PHGC5 trials that were used here. When comparing results for the NVSL isolate from the Bayes-B method performed in that GWAS with those from Boddicker *et al*.^4^ (same isolate and similar model using Bayes-B method as Waide *et al*., but analysed data from only the first 8 PHGC trials), only the WUR region (chr4:139 Mb), the chr1:292 Mb region for VL and the chr3:138 Mb region for WG were reported in both studies. Three of the final four candidate genes we identified here fall within those common regions (*GBP5* and *GBP6* for VL within the WUR region; *CMPK2* for WG within the chr3:138 Mb region).

To conclude, we identified four strong candidate susceptibility genes *GBP5, GBP6, CCHCR1* and *CMPK2*, that were associated with higher viremia levels or lower weight gain in response to PRRSV infection and which also showed evidence of allele-specific expression. Although further studies are needed to define the causal mutations that regulate the expression of these candidate susceptibility genes, the current findings improve our understanding of disease control mechanisms and may aid in the development of new diagnostic tools for veterinarians or contribute to strategies for selection and breeding of pigs with improved resistance to PRRSV infections. In addition to these candidates, we found numerous genetic variants associated with inter-individual variation in the expression of several interferon signaling genes and genes with known anti-viral effects, including *OAS1, OAS2, USP18, MX1*, and several interleukin genes. These candidate *cis*-eQTLs may contribute to variation in immune response to PRRSV or even other pathogenic infections and may be associated with traits not tested here, thus warranting future research in that direction.

## Materials and Methods

### Animal information, sample collection and processing and phenotype recordings

The genetic backgrounds of pigs used in this study were described in a previous study^4^. Briefly, pigs in trial 3 (PHGC3) were F1 individuals from a Large White (LW) and Landrace (LR) cross^4^ and pigs in trial 5 (PHGC5) were a cross between Duroc sires and F1 LR/Yorkshire dams^4^ (~200 commercial crossbred piglets per trial). After a seven-day acclimation period, pigs were experimentally infected intramuscularly and intranasally with a 10^5^ tissue culture infectious dose50 of NVSL 97–7985 (a highly virulent PRRSV isolate) and followed for 42 days post infection. Blood samples for RNA isolation were collected at 0, 4, 7, 11, and 14 days post infection (DPI) using Tempus^TM^ Blood RNA Tubes (Life Technologies, Carlsbad, CA, USA). Serum samples from the same DPI were used to quantify viremia levels (VL) as log10 transformed viral template copies per amplification reaction using a semi-quantitative TaqMan PCR assay for PRRSV RNA. The pigs’ body weights were measured to quantify weight gain (WG) defined as the difference in weight (at day 7, 14, 28, 35 and 42) from weight on day 0. All pigs were genotyped using the Illumina PorcineSNP60 BeadChip. All animal experiments were approved by the Kansas State University Institutional Animal Care and Use Committee under registration number 3000 and were performed in accordance with approved guidelines and regulations.

Our study included 16 pigs from PHGC3 (used to analyse gene expression in WUR region in a previous study^6^) from 8 litters (one AA and one AB individual at the WUR SNP from each litter), along with 28 pigs (18 AA, 9 AB and 1 BB individuals at the WUR SNP) that were selected from the PHGC5 trial based on maximizing the number of animals with the AB genotype that had quality RNA samples for most/all days, while representing phenotypic data groups with contrasting viral responses (fast versus slow viral clearance). Total RNA of blood samples obtained from these pigs was isolated using the Tempus Spin RNA isolation Kit (Life Technologies, Carlsbad, CA, USA) and MagMax for Stabilized Blood Tubes RNA Isolation Kit for Tempus tubes (Life Technologies), respectively, according to the respective manufacturer’s instructions. RNA concentration was quantified using a ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and RNA quality was assessed using either Agilent 2100 Bioanalyzer or 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA). The globin transcripts (HBA and HBB) were reduced using an RNase H based globin reduction method^33^ and RNA quality was assessed again.

### Library Preparation and RNA-sequencing

Poly (A)^+^ fractions from the globin depleted RNA samples (1.0 μg RNA each) were purified by oligo-dT purification beads (Illumina, Inc., San Diego, USA) and then used to construct cDNA libraries following the TruSeq RNA Sample Preparation Guide (Illumina, Inc., San Diego, USA). Sequencing was performed on the HiSeq 2000 System (Illumina, Inc.) using the TruSeq Paired-End (PE) 100 bp Kit (Illumina, Inc.). Real-time analysis and base calling were performed using the Control Software on the instrument. Initial processing of reads from the HiSeq machine used the Illumina CASAVA (v1.8) software.

### Differential expression analysis of RNA-seq

Sequence reads with base quality scores were produced by the Illumina sequencer. RNA-Seq reads flagged as low quality by the chastity filter in CASAVA 1.8 were removed. In addition, we removed reads with an average read quality score below 15 and reads in which over 5 of the last 10 bases had a PHRED quality score below 2. Sequence reads were aligned to pig reference genome sequence assembly Sscrofa10.2 using TopHat 2.0.12^34^ with default parameters, which included: enable use of GTF file, set minimum anchor length of 8, accept zero mismatches in the anchor region, allow intron length between 50 and 500,000, and allow up to 20 alignments to the reference for a given read. For annotation of genes, we used the GTF file for Sscrofa10.2 from Ensembl version 71. The number of reads uniquely mapped to each gene was determined using the htseq-count script of the HTSeq package (v0.5.3.p3)^35^. Reads that were assigned to more than one gene were not counted by htseq-count.

For further processing of the read counts, we used the Bioconductor (version 2.26.0)^36^ package edgeR (version 3.8.5)^37^ of the R (version 3.1.2) statistical programming language^38^. Read counts per gene were normalised to counts per million (CPM). Genes expressed at very low levels were removed by keeping only genes with a CPM greater than four in at least half the samples, resulting in an expression data set with 8863 genes. Trimmed mean of M-values (TMM) normalisation^39^ was applied to this dataset to account for compositional differences between the libraries. Genes that responded to PRRSV infection at any of the days after infection compared to the day 0 baseline were determined in edgeR using a generalized linear model that took the following factors into account: day, gender, trial (PHGC3 versus PHGC5), post globin depletion RIN score, and population structure (covariates for the first three PCAs based on the SNP genotypes of the 44 animals). Multiple test correction was conducted using the FDR calculation of Benjamini and Hochberg^40^ and the FDR cut-off for significance was set to 0.05. Genes that were responsive to PRRSV infection were clustered by hierarchical clustering using the average linkage method and correlation distance measures using the *hclust* function within stat and the *heatmap*.2 function within the gplot packages in R. Gene ontology (GO)^41^ biological process terms enriched in each cluster compared to a background set of all genes expressed in porcine blood (n = 8863) were determined using DAVID^42^ and the Bioconductor package clusterProfiler (version 2.2.3)^43^. Human orthologs of the corresponding porcine genes were used in the GO enrichment tests to take advantage of the more complete GO annotation available for human genes.

### Identification of *cis*-eQTLs and trait-QTLs

All pigs were genotyped using Illumina’s PorcineSNP60 BeadChip. We tested associations of SNP genotype with gene expression phenotypes (all expressed genes) separately for each DPI after applying the following filters on SNPs. First, we removed 17,065 of the total 62,163 SNPs in the genotype data that either had a minor allele frequency (MAF) below 12.5% or had a genotype call score below 0.15 in over 4 of the 44 samples. Of the remaining SNPs, 38907 were autosomal SNPs with known genomic positions. Due to the limited sample size and insufficient power to perform eQTL analysis separately for males and females, we tested only *cis*-associations for each gene based on autosomal SNPs in its *cis*-regulatory region (from 1 Mb upstream of the transcription start site to 1 Mb downstream of the transcription end site). Probabilistic Estimation of Expression Residuals (PEER)^44^ software (version 1.0) was used to identify hidden confounding factors in the normalised expression data by including known covariates (the same as used in the DE analysis) separately for each DPI. The expression dataset was variance-stabilized before PEER correction using the regularized log (rlog) transformation function in Bioconductor package DESeq2 (version 1.12.4)^45^. PEER then generated residual expression levels after subtracting known and estimated hidden factor contributions. We used MatrixEQTL (version 2.1.1)^46^ to conduct *cis*-eQTL mappings directly on residual expression levels, separately for each DPI, by linear regression of gene expression on genotype at *cis*-SNPs, one at a time. To account for LD among SNPs, we generated p-values from a null distribution by running the MatrixEQTL analysis 10,000 times, while permuting the sample labels of the expression matrix for each replicate. To control for FDR, q-values were generated from the null p-values using the qvalue package^47^ in R; a q-value < 0.05 was used as the criterion to select significant *cis*-eQTL SNPs.

A previous GWAS^4^ where the PorcineSNP60 genotypes from pigs belonging to the first 8 PHGC trials (including PHGC3 and PHGC5) were tested for associations with VL up to day 21 (area under the curve from day 0 to 21 DPI) and WG from day 0 to 42 DPI reported the top 10 most significant genomic regions associated with each trait (results summarized in Supplementary Table S3). We tested the association between *cis-*eQTL SNPs (MAF > 10%) that fall within the top 10 genomic regions reported in that GWAS for VL and WG separately at each DPI using data from 383 animals (188 from trial PHGC3 and 195 from trial PHGC5) for which both genotype and phenotype data were available (note that RNA-seq was performed on 44 animals selected from this set of 383 animals). This test was based on additive linear regression model, controlling for the effects of gender and population structure (covariates on the first three PCAs based on complete SNP genotype data of all 383 animals from PHGC3 and PHGC5). Since our association tests were limited to *cis*-eQTL SNPs within regions that were previously identified as associated with VL and WG by GWAS, we used a raw p-value cut-off of 0.01 (without multiple testing corrections) as our criteria for significance.

### Allele-specific expression (ASE) analysis

VarScan v2.3.6^48^ was used to call SNPs and genotypes for each of the 44 individuals based on BAM files, separately for each DPI. For each BAM file, reads with a mapping quality less than 15 were discarded using SAMtools^49^. Only bases called with a quality above 15 were used to calculate the coverage at each base position. Further, we followed strict criteria in VarScan to call heterozygous SNPs with high confidence (–min-reads2 10 –min-freq-for-hom 0.9 –min-var-freq 0.1). The resulting VCF files per DPI, along with the corresponding BAM files were run through the WASP’s^50^ mappability pipeline for correcting allelic mapping biases and performing unbiased removal of duplicate reads. The corrected BAM files were used to call SNPs (using the same criteria as before) and the resulting VCF file was annotated using SnpEff v4.3^51^ and filtered to include only exonic SNPs within the candidate genes. Next, we used Beagle v4.0^52^ to phase the exonic SNPs with the significant *cis*-eQTL SNPs identified for each candidate gene. Finally, the ASE analysis was performed separately for each gene region and DPI using the ASEperRegion module (https://github.com/molgenis/systemsgenetics/wiki/Basic-Usage), which is part of the Molgenis systems genetics pipeline^53^. Briefly, this procedure involved two steps. First, individual corrected BAM files were read along with the genotype information file (phased VCF per candidate gene per DPI) to determine how many reads mapped to either the reference or alternative allele of heterozygous exonic SNPs of the *cis*-gene that was in phase with the *cis*-eQTL SNP being tested. Next, the ASE test was performed using maximum likelihood estimation in combination with a beta-binomial likelihood ratio test (LRT). Over-dispersion of allele-specific reads in the individual samples was also determined and accounted for while estimating the beta binomial maximum likelihood.

## Additional Information

**Accession codes:** The RNA-Seq data from PHGC3 trial is available from the NCBI SRA repository under BioProject accession PRJNA311061and the data from PHGC5 trial is available from NCBI GEO repository under Series accession GSE78762.

**How to cite this article**: Kommadath, A. *et al*. Genetic architecture of gene expression underlying variation in host response to porcine reproductive and respiratory syndrome virus infection. *Sci. Rep.* **7**, 46203; doi: 10.1038/srep46203 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
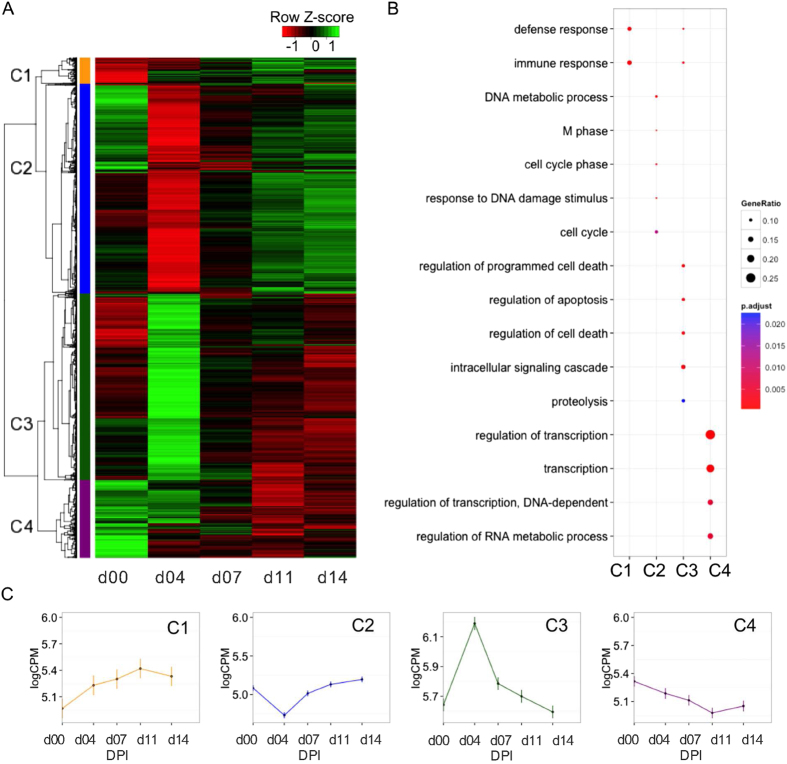
Differentially expressed genes in response to PRRSV infection. (**A**) Heatmap depicting average expression per day (log2 CPM) of 6430 genes identified as DE in response to PRRSV infection for at least one day compared to day 0 expression levels (FDR < 0.05). The 4 major clusters identified are labeled as C1 to C4. (**B**) Enriched GO biological process terms within each of the 4 clusters. (**C**) Representative expression pattern for each of the 4 clusters across days with standard error bars (based on average expression per day (log2 CPM) of all genes within that cluster).

**Figure 2:**
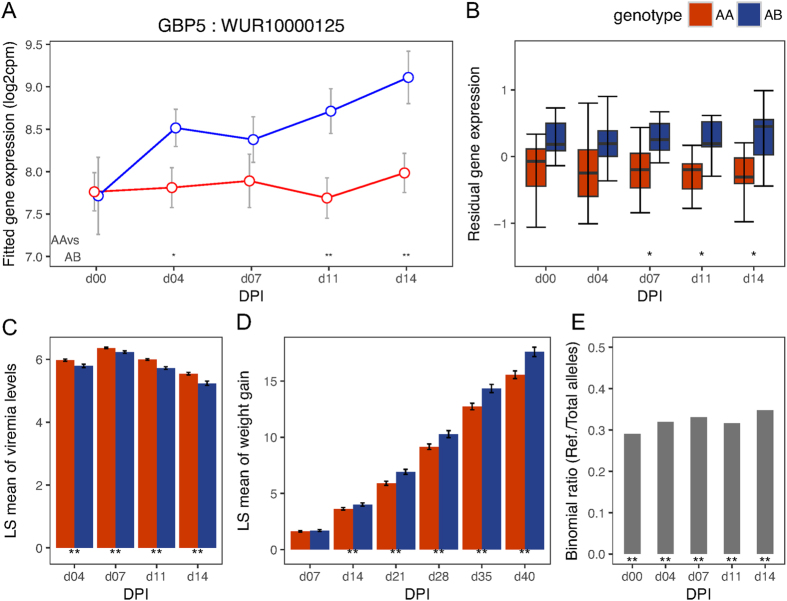
Temporal expression patterns, eQTL, phenotype associations and ASE for *GBP5.* (**A**) Points in the plot represent the mean of the log2 transformed gene expression (from the day effect model) and error bars represent the range at 95% confidence interval at different DPI for the genotypes based on its *cis-*eQTL (WUR10000125). Symbols at the base of the plot represent the p-value of the Welch two sample t-test performed to test the alternative hypothesis that the true difference in means is less than 0 between AA and AB genotypes (**<0.01; *<=0.05; ^**+**^<0.1). (**B**) Box plot showing differences in residual expression levels of *GBP5* between AA (n = 26) and AB (n = 17) genotypes of its *cis*-eQTL by DPI. (**C**) Bar plot showing differences in least square means (adjusting for gender and population structure) for VL (log_10_(templates/reaction)) between genotypes (AA: n = 247, AB: n = 124) at marker WUR10000125 across days. (**D**) Bar plot showing differences in least square means for WG (kg) between genotypes (AA: n = 247, AB: n = 124) at marker WUR10000125 across days. (**E**) Bar plot showing the allelic imbalance at heterozygous exonic SNPs of *GBP5* that are in phase with the reference allele of its *cis*-eQTL across days. The susceptible allele A corresponds to the reference allele. Symbols at the base of plots B–E indicate the level of significance of the association tested at that DPI (**<0.01; *<=0.05). Information from BB genotype animals is not shown in any of the plots due to low representation in the test population (Only 1 of 44 in the gene expression and eQTL associations and 12 of 383 in the trait associations).

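The paper's test in this legend is one-sided. With a one-sided exact permutation test over the PHGC5 pigs, GBP5 was lower in AA than in AB pigs with p = 0.00466 at 0 DPI (n = 17 and 7), 0.0104 at 4 DPI (n = 16 and 9), 0.0235 at 7 DPI (n = 17 and 9), 0.0876 at 11 DPI (n = 17 and 9) and 0.000925 at 14 DPI (n = 17 and 8). The corresponding adjusted p-values over the 5 days were 0.0116, 0.0173, 0.0294, 0.0876 and 0.00462. In AB pigs, 7 of 7 values at 0 DPI, 8 of 9 at 4 DPI, 7 of 9 at 7 DPI, 6 of 9 at 11 DPI and 7 of 8 at 14 DPI lay above the AA mean of the same day. At 7 DPI the means were 4.08 ± 0.78 (SD, n = 17) in AA and 4.67 ± 0.53 (SD, n = 9) in AB pigs, and at 11 DPI 4.18 ± 0.65 (n = 17) and 4.56 ± 0.70 (n = 9).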

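The BB pig among the 28 PHGC5 pigs had GBP5 expression of 5.05, 5.31, 3.95, 5.66 and 5.28 log2 CPM at 0, 4, 7, 11 and 14 DPI. It had no replicate, so no test of BB was made. With the BB pig included and genotype scored by the number of B alleles, GBP5 rose per B allele by 0.68, 0.75, 0.34, 0.52 and 0.78 log2 CPM on these days (exact permutation test, adjusted p = 0.00675, 0.0188, 0.18, 0.0388 and 0.00257).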

**Figure 3:**
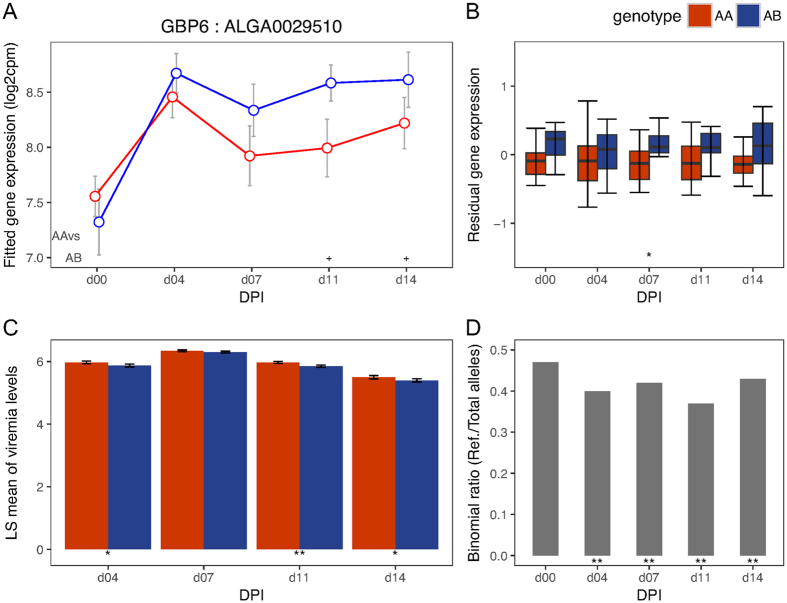
Temporal expression patterns, eQTL, phenotype associations and ASE for *GBP6.* (**A**) Points in the plot represent the mean of the log2 transformed gene expression (from the day effect model) and error bars represent the range at 95% confidence interval at different DPI for the genotypes based on its *cis-*eQTL (ALGA0029510). Symbols at the base of the plot represent the p-value of the Welch two sample t-test performed to test the alternative hypothesis that the true difference in means is less than 0 between AA and AB genotypes (**<0.01; *<=0.05; ^**+**^<0.1). (**B**) Box plot showing differences in residual expression levels of *GBP6* between AA (n = 22) and AB (n = 21) genotypes of its *cis*-eQTL by DPI. (**C**) Bar plot showing differences in least square mean (adjusting for gender and population structure) of VL (log_10_(templates/reaction)) among different genotypes (AA: n = 175, AB: n = 184) of marker ALGA0029510 across days. (**D**) Bar plot showing the DPI wise allelic imbalance at the heterozygous exonic SNPs of *GBP6* in phase with the reference allele of its *cis*-eQTL. The susceptibility allele A corresponds to the reference allele. Symbols at the base of plots B–D indicate the level of significance of the association tested at that DPI (**<0.01; *<=0.05). Information from BB genotype animals is not shown in any of the plots due to low representation in the test population (Only 1 of 44 in the gene expression and eQTL associations and 24 of 383 in the trait associations).

**Figure 4:**
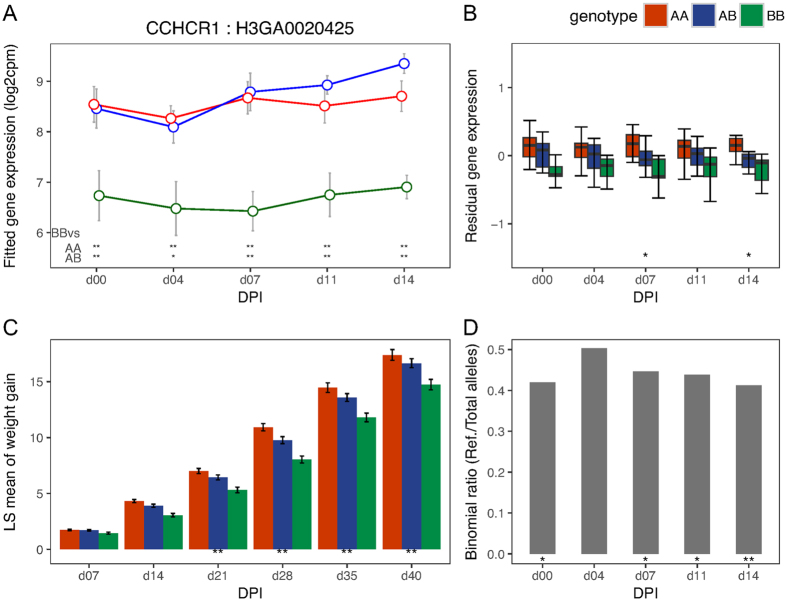
Temporal expression patterns, eQTL, phenotype associations and ASE for *CCHCR1.* (**A**) Points in the plot represent the mean of the log2 transformed gene expression (from the day effect model) and error bars represent the range at 95% confidence interval at different DPI for the genotypes based on its *cis-*eQTL (H3GA0020425). Symbols at the base of the plot represent the p-value of the Welch two sample t-test performed to test the alternative hypothesis that the true difference in means is less than 0 between BB and AA or AB genotypes (**<0.01; *<=0.05; ^**+**^<0.1). (**B**) Box plot showing differences in residual expression levels of *CCHCR1* between AA (n = 18), AB (n = 15) and BB (n = 11) genotypes of its *cis*-eQTL across days. (**C**) Bar plot showing differences in least square mean of WG (kg) among different genotypes (AA: n = 100, AB: n = 169, BB: n = 114) of marker H3GA0020425 across days. (**D**) Bar plot showing the DPI wise allelic imbalance at the heterozygous exonic SNPs of *CCHCR1* in phase with the reference allele of its *cis*-eQTL. The susceptibility allele B corresponds to the reference allele. Symbols at the base of plots B–D indicate the level of significance of the association tested at that DPI (**<0.01; *<=0.05).

**Figure 5:**
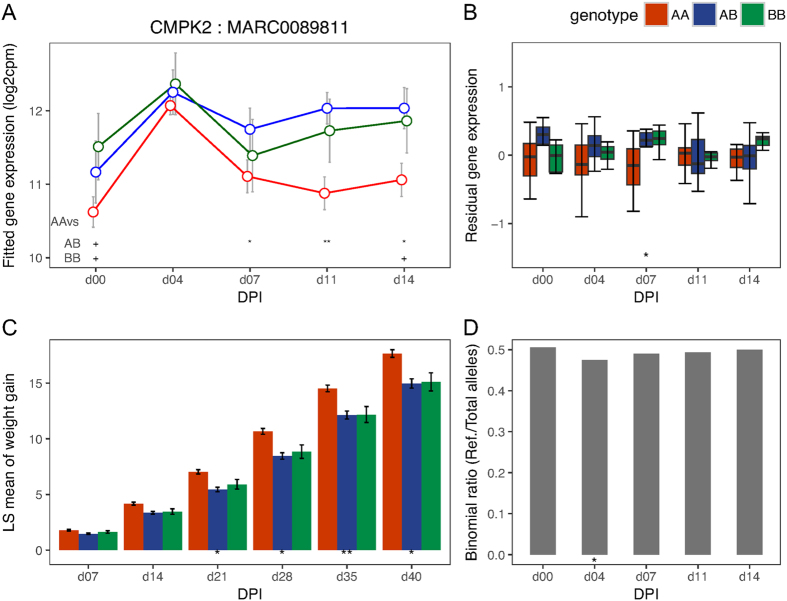
Temporal expression patterns, eQTL, phenotype associations and ASE for *CMPK2.* (**A**) Points in the plot represent the mean of the log2 transformed gene expression (from the day effect model) and error bars represent the range at 95% confidence interval at different DPI for the genotypes based on its *cis-*eQTL (MARC0089811). Symbols at the base of the plot represent the p-value of the Welch two sample t-test performed to test the alternative hypothesis that the true difference in means is less than 0 between AA and AB or BB genotypes (**<0.01; *<=0.05; ^**+**^<0.1). (**B**) Box plot showing differences in residual expression levels of *CMPK2* between AA (n = 18), AB (n = 15) and BB (n = 11) genotypes of its *cis*-eQTL across days. (**C**) Bar plot showing differences in least square mean of WG (kg) among different genotypes (AA: n = 185, AB: n = 162, BB: n = 36) of marker MARC0089811 across days. (**D**) Bar plot showing the DPI wise allelic imbalance at the heterozygous exonic SNPs of *CMPK2* in phase with the reference allele of its *cis*-eQTL. The susceptibility allele B corresponds to the non-reference allele. Symbols at the base of plots (**B**–**D**) indicate the level of significance of the association tested at that DPI (**<0.01; *<=0.05).

**Table 1:** Candidate *cis*-genes that overlap with GWAS regions for VL or WG.

Trait	Chr:Position (in Mb)	*cis*-genes (Nr. of *cis*-markers)
VL	4:99	*FCRL6* (1), *FCER1A* (1), *CD1D* (1)
	4:139	*GBP5* (8), *GBP6* (1)
WG	1:123	*ICE2* (2)
	3:138	*CMPK2* (1)
	4:139	*GBP5* (7)
	7:27	*CCHCR1* (1), *PPT2* (1)

Supplementary information,

Supplementary Information.pdf.

# Supplementary material for: Genetic architecture of gene expression underlying variation in host response to porcine reproductive and respiratory syndrome virus infection
**Source:** Sci Rep. 2017 Apr 10;7:46203. doi: 10.1038/srep46203
**Supplement:** Supplementary Information

# **Genetic architecture of gene expression underlying variation in host response to porcine reproductive and respiratory syndrome virus infection**

Arun Kommadath<sup>1†</sup>, Hua Bao<sup>1,7†</sup>, Igseo Choi<sup>2</sup>, James M. Reecy<sup>3</sup>, James E. Koltes<sup>3,4</sup>, Elyn Fritz-Waters<sup>3</sup>, Chris J. Easley<sup>3,5</sup>, Jason R. Grant<sup>1</sup>, Robert R.R. Rowland<sup>6</sup>, Christopher K. Tuggle<sup>3</sup>, Jack C.M. Dekkers<sup>3</sup>, Joan K. Lunney<sup>2</sup>, Le Luo Guan<sup>1</sup>, Paul Stothard<sup>1\*</sup>, Graham S. Plastow<sup>1\*</sup>

<sup>†</sup> These authors contributed equally to this work

Supplementary Figure S1. PCA plot of genotypes from 44 pigs

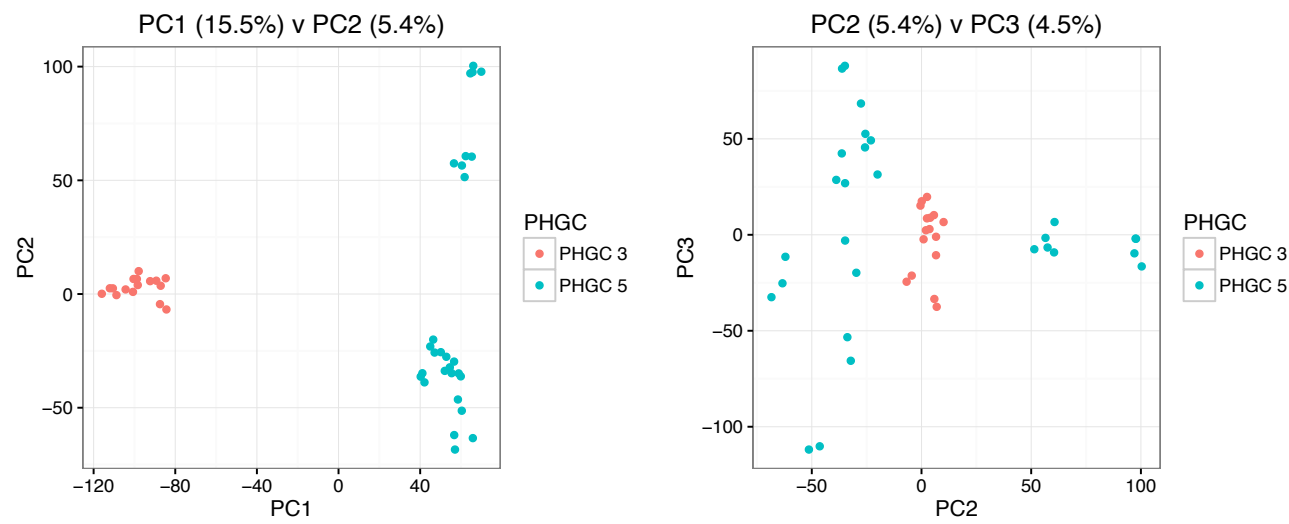

Supplementary Figure S2. PCA plot of expression levels from 190 samples (44 pigs)

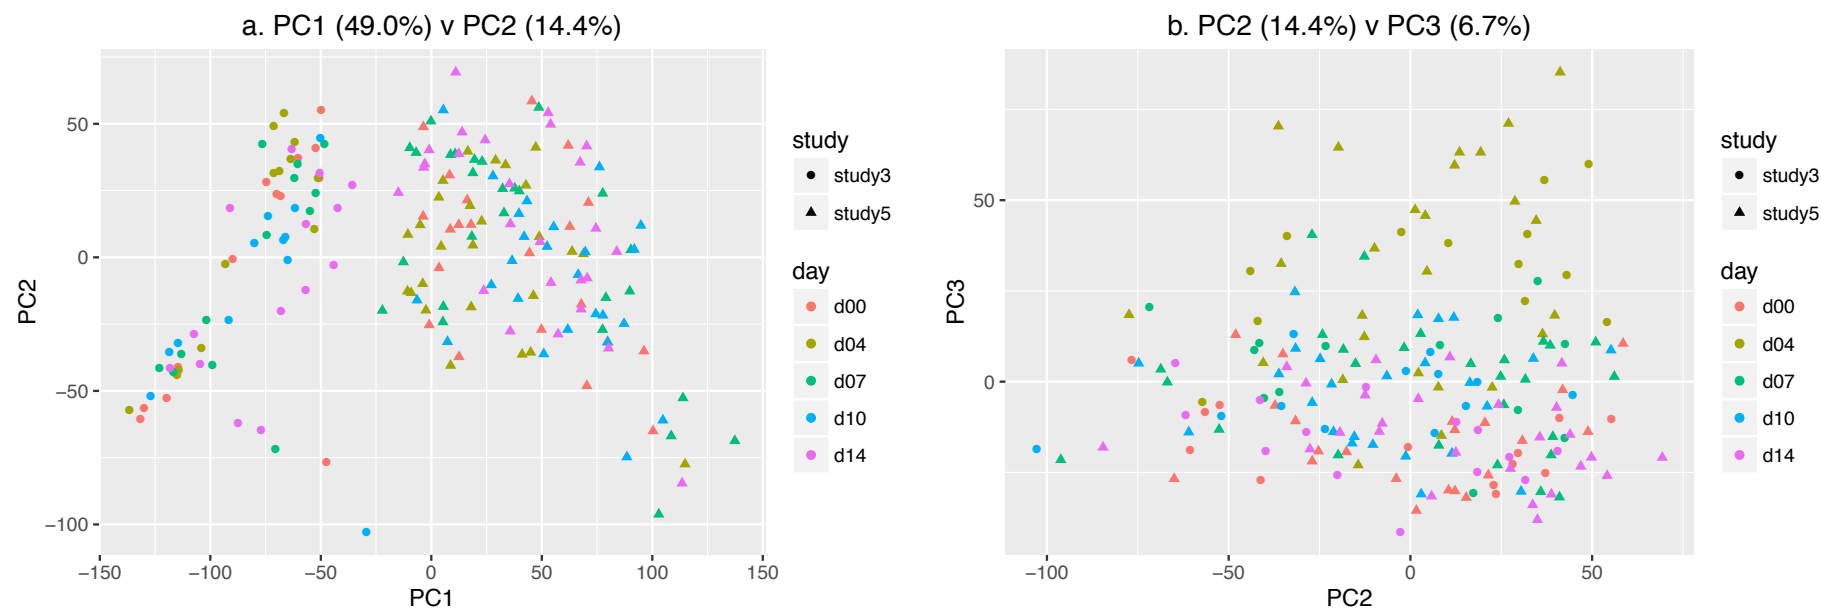

**Supplementary Table S1A. Detailed information on the experimental pigs and their serum viral load**

**Supplementary Table S1B. Detailed information on the experimental pigs with body weights**

**Supplementary Table S2. Complete list of enriched GO terms per cluster**

**Supplementary Table S3. Information on the top 10 windows (1 Mb each) that explained the greatest percentage of genetic variance for VL and WG \***

\* Adapted from Table 6 of Boddicker et al., 2014 (Ref. 4 in manuscript)

**Supplementary Table S4. *cis*-eQTL SNPs that overlapped with the GWAS regions**

The *cis*-eQTL SNPs found associated with the VL/WG phenotypes are shaded grey.

Supplementary Table S5. Details of allele-specific expression test results

**Supplementary Table S6. Detailed statistics on eQTL and phenotype associations for the final candidate genes**

\* There are multiple cis-eQTL SNPs in the chr4:139 Mb region of which the WUR SNP shown here is amongst the most significant eQTL and phenotype QTL.

How the deposited data were processed for this re-analysis (not part of the article)

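Blood RNA of 28 pigs of the trial PHGC5, infected with PRRSV, was measured in 25, 26, 27, 27 and 26 libraries at 0, 4, 7, 11 and 14 DPI, the days the paper reports, and in 24 libraries each at 21 and 28 DPI. The pig, day and WUR genotype of each library were taken from the sample labels, and the viremia and weight of the pigs from the labels and Supplementary Table S1. The other trial of the paper was not analysed here. The labels give day 10 for 26 of the 27 libraries that the paper's design places at 11 DPI, and the paper's day was used.

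The authors depleted globin transcripts, aligned the reads with TopHat to Sscrofa10.2, counted reads on Ensembl genes with htseq-count and deposited the raw counts per gene, without normalization, one file per library. Each file lists 25322 genes and 8 further rows whose identifiers are numbers, which were left out of every result unless stated. Counts on genes ranged from 4270350 to 26611780 per library at 0 to 14 DPI, with a median of 13573418. The tests take the counting error and the spread between pigs together.

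Genes were kept at a CPM above 4 in at least 0.5 of the libraries, as in the paper. Libraries were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with day and sex in the model, and p-values were adjusted by the Benjamini-Hochberg method within each day, with 0.05 as the threshold. The paper's terms for trial, RIN and population structure were not used here, because the first has one level in these libraries and values of the others were not used. The model was also fitted with the pig as a block in place of sex, with DESeq2 1.42.0, with edgeR's likelihood ratio test, and with limma 3.58.1 (voom, with the pig as a random effect). Other normalizations, filters, covariates and sets of libraries were set before the data were examined. Alternatives chosen after seeing the data were leaving out 2 genes that took a large share of the counts, using that share as a covariate, counting the 8 numeric rows as genes, leaving out libraries that resembled another pig, also with the pig as a block, and leaving out a pair of libraries with nearly the same counts. In each case one choice was changed at a time, except where 2 are named together.

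Log2 CPM values were computed with TMM and a prior count of 2. GBP5 was compared between AA and AB pigs by exact permutation tests of the difference in means, two-sided and adjusted over the 5 days of the paper. Correlations were tested with 100000 resamples, or over every pairing where there were 8 or fewer libraries. Principal components used DESeq2's rlog values. DE genes were clustered by average linkage on correlation distance into 4 clusters. Numbers of genes past the threshold were compared with those from 100 splits of the libraries, the real one included. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

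The tests were run on simulated counts first. Of 200 genes given a log2 fold change of 1 in either direction at 4 DPI, 93.5% were found by edgeR's quasi-likelihood test, with 4.1% of the calls false. For AA against AB at 14 DPI 70.0% were found, and for a slope on viremia at 4 DPI 83.0%. With no gene changed, 1 gene passed. The simulated counts were drawn independently for each gene and library, whereas real libraries of the same pig deviate together. These rates may therefore not hold for the real counts. There, with genotype reassigned at random, the largest number of genes passing ranged from 2 at 4 DPI to 3426 at 0 DPI. With viremia it ranged from 45 at 7 DPI to 2384 at 14 DPI. The median was 0 in each case.

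Whether each library resembled the others of its pig was checked with the 300 genes whose expression differed most between pigs relative to the variation within pigs, after removing day means and 10 principal components, and leaving out the 100 genes that differed most between the sexes. The check was repeated in 9 settings. In 96 exchanges of labels made on purpose, 96 were found, and 1.65% of untouched libraries were called. Both values come only from libraries that the check had already placed with their labelled pig, and from the main setting alone. A call on the real labels required all 9 settings. The high share found is therefore largely fixed by that choice and does not give the sensitivity of the check for all libraries. No library was assigned to another pig or day on the strength of it.

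The genes named are those the paper discusses as candidates and for which a table of the supplement pairs the identifier with the symbol: GBP5, GBP6, CCHCR1 and CMPK2. For other genes the files used here do not pair the identifiers with symbols, so the comparison of lists of genes by function that had been planned was not run. GO enrichment, the genotypes at other SNPs, allele-specific expression and the association study of the larger herd were not analysed here.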

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

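The counts of other splits of the libraries, the pig as a block, the naming format as a covariate for gene counts, the permutation within naming formats for GBP5 and the lack of TMM normalization were set before the data were examined; the other tests of explanations given here were chosen after the results were seen.

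The libraries at 21 and 28 DPI are of days the paper does not report. Against 0 DPI, 811 genes were DE at 21 DPI and 575 at 28 DPI (edgeR's quasi-likelihood test), and 1084 and 1088 with the pig as a block. When the day labels were swapped within pigs at random, 4 of 100 splits gave as many genes at 21 DPI and 3 of 100 at 28 DPI, the real split included. With the naming format of the libraries as a covariate, a stand-in for library batches, the numbers were 814 and 574. With the share of counts on the 2 dominant genes as a covariate they were 1011 and 439, and without the libraries that resembled another pig 822 and 523. The depth of the libraries did not differ between these days and 0 DPI (permutation p = 0.459 and 0.802). None of these technical explanations halved the number. A response that lasts to 28 DPI is therefore a hypothesis that may account for the DE genes; growth of the pigs over the 4 weeks runs with time in the same way and was not tested.

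GBP5 differed between AB and AA pigs at 21 DPI by 1.33 log2 CPM (n = 17 AA and 6 AB, exact permutation p = 0.00297, 6 of 6 AB pigs above the AA mean) and at 28 DPI by 1.12 (n = 15 AA and 8 AB, exact permutation p = 0.00186, 7 of 8). Within naming formats the exact permutation p was 0.00312 and 0.00341, and without the libraries that resembled another pig 0.00297 and 0.00274, the first unchanged because no library at 21 DPI was among them. Without TMM normalization the difference was 1.44 and 1.00. Depth did not differ between AA and AB (permutation p = 0.724 and 0.996). A genotype effect on GBP5 that is still present at these days is a hypothesis that may explain the difference. The spread between pigs was wider without TMM, and the exact permutation p at 28 DPI was then 0.0933.

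One sample lay far from its group. Among the 8 AB pigs at 28 DPI, pig 5041 had GBP5 at 3.14 log2 CPM, and its gap to the nearest other pig was 0.541 of the range of the group, above the critical value of 0.526. This is 1 of 13 groups tested, close to what chance gives at 1 in 20. No explanation was tested for it. In the check of labels this library was nearest to another pig in 3 of 9 settings, and its correlation with the other libraries of its pig was 0.277, against a median of 0.799, so the check does not settle its label.

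Viremia at the same day was associated with the expression of 157 genes at 4 DPI (138 rising and 19 falling with viremia, 26 libraries), and with none at 7, 11 and 14 DPI, where 129, 650 and 584 genes had an unadjusted p under 0.05. Of 100 redistributions of the viremia values at 4 DPI, 2 gave as many genes, the real one included. With the naming format as a covariate 0 genes passed and 908 had an unadjusted p under 0.05, so the association cannot be told apart from a difference between library batches. It remained at 90 genes with the share of counts on the 2 dominant genes as a covariate, and at 380 without the libraries that resembled another pig. At 7, 11 and 14 DPI the real number is 0, so that all of the 100 redistributions give at least as many and the comparison tells nothing about chance.

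The 8 rows with numeric identifiers in the count files, which the paper's text does not mention, were close to empty before infection, with a median of 1.8 CPM at 0 DPI, and rose after it, to 2240.4 at 4 DPI, 3413.1 at 7 DPI, 2535.0 at 11 DPI and 300.4 at 14 DPI, and were at 13.8 at 21 DPI. Each of these days differed from 0 DPI (permutation p at most 0.0307), whereas 28 DPI, with a median of 2.4, did not (p = 0.776). The 0 DPI group kept the libraries that resembled another pig, with up to 2377.0 CPM. The test therefore does not settle whether 28 DPI was back at the level before infection. Within each of 6 days from 4 to 28 DPI the log10 of this value (plus 1) was related to viremia measured by the authors' PCR. Spearman's rho was 0.703, 0.553, 0.745, 0.642, 0.933 and 0.720 at 4, 7, 11, 14, 21 and 28 DPI and Pearson's r 0.587, 0.576, 0.772, 0.617, 0.900 and 0.603, each with an adjusted permutation p under 0.05 over the 6 days. With the 2 libraries farthest on viremia left out, r was 0.486, 0.504, 0.698, 0.542, 0.894 and 0.526. Within the libraries named by pig and day Pearson's r was 0.641, 0.674, 0.795, 0.977, 0.875 and 0.776, and in the rest 0.510, 0.544, 0.780, 0.484, 0.937 and 0.637, above 0 in both sets on 6 of 6 days. In the first of these sets, with 7 or 8 libraries a day, the adjusted exact permutation p was over 0.05 on 4 of the 6 days (0.127, 0.0864, 0.0807 and 0.0807 at 4, 7, 11 and 28 DPI), and without the 2 libraries farthest on viremia r was 0.114 at 4 DPI and -0.054 at 11 DPI, so the relation within that set is not clear on each day. Over all naming formats it kept an adjusted p under 0.05 on 6 of 6 days without the libraries that resembled another pig. A candidate explanation is that these rows count reads from the virus. The files do not say what the rows are.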

How the results depend on the processing

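The alternatives were set before the data were examined unless they are said to have been chosen after seeing the data. One choice was changed at a time, except where 2 are named together.

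The number of DE genes at 4 DPI stayed within 1.5 times 2738 under each of 15 alternatives, from 2257 to 3366, and the number for any day within 1.5 times 3230 under 16, from 2563 to 4129. The expressed genes (8634 to 12676), the component that set 4 DPI apart most and the clusters matched to C2 and C3 also kept within that range. The later days moved more. With the replicate block, the numbers were 429 at 7 DPI, 1667 at 11 DPI, 582 at 14 DPI and 1088 at 28 DPI. With limma-voom they were 409, 1392 and 640 at 7, 11 and 14 DPI. With at least 10 counts in every library 98 genes passed at 7 DPI, and with edgeR's filterByExpr 453 at 14 DPI. Over pigs with a library on all 5 days the numbers were 402 at 11 DPI and 152 at 14 DPI. With the 21 and 28 DPI libraries added to the fit they were 67 at 7 DPI and 429 at 11 DPI. Without a filter on low counts they were 1257 at 21 DPI and 967 at 28 DPI. The cause was not tested for any of these.

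The first 3 components held 67.8% of the variance, 67.5% from log2 CPM and 71.5% over the 500 most variable genes. The genes matched to C1 (41) numbered 0 with Ward linkage, 163 from the average of log2 CPM per day, 195 with each gene assigned to its best profile, and 342 over the DE genes of the block, and those matched to C4 (311) numbered 572 with Ward linkage and 693 over the DE genes of the block. The cause was not tested.

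No gene had an adjusted p under 0.05 between AA and AB pigs in edgeR's test across all genes at 0, 4, 7, 11 or 14 DPI, while 231, 470, 795, 119 and 226 genes had an unadjusted p under 0.05 at 0, 4, 7, 11 and 14 DPI. Without a filter on low counts, 2 genes passed at 0 DPI, 13 at 7 DPI and 1 at 14 DPI. No paired analysis was possible because each pig has one genotype. For viremia at 4 DPI (157 genes), DESeq2 gave 446, no filter on low counts 70, and the naming format of the libraries as a covariate 0 (908 genes at an unadjusted p under 0.05). No filter gave 3 genes at 7 DPI and 32 at 11 DPI, and DESeq2 gave 1 at 14 DPI. The cause was not tested beyond the naming format.

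The direction of GBP5 between AB and AA pigs was the same on all 7 days under the alternatives run over all the libraries of a day, and under those that left libraries out; in the libraries named by pig and day alone, with 1 AB pig, the difference at 4 DPI was -0.12. Without TMM the differences were 0.36 at 0 DPI (adjusted exact permutation p = 0.849), 0.59 at 4 DPI (0.377), 0.75 at 14 DPI (0.377) and 1.00 at 28 DPI (p = 0.0933), no longer past the threshold. Within sexes the difference at 4 DPI was 0.77 (adjusted exact permutation p = 0.0601). The additive model passed at 11 DPI (0.52, adjusted exact permutation p = 0.0388) and the one-sided test at 7 DPI (0.58, adjusted exact permutation p = 0.0294). The cause was not tested.

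Of the alternatives chosen after seeing the data, the share of counts on the 2 dominant genes as a covariate gave 287, 1249 and 412 DE genes at 7, 11 and 14 DPI and 90 genes for viremia at 4 DPI. Leaving out the libraries that resembled another pig gave 300, 1986 and 602 DE genes, 380 genes for viremia and a median share of variance between pigs of 0.204 in place of 0.164. Leaving them out with the replicate block gave 557, 3071 and 1233 DE genes, and 5385 for any day. The number at 4 DPI was then 3126, close to that at 11 DPI.

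Among the log2 fold changes of the 4 named genes, 3 reversed. Over pigs with a library on all 5 days, GBP5 at 7 DPI was -0.014 in place of 0.126 and CCHCR1 at 14 DPI 0.029 in place of -0.013, and with the replicate block and without the libraries that resembled another pig CCHCR1 at 14 DPI was 0.006. GBP6 was the gene whose calls changed: under those set before the data were examined it was weaker in 8 results and stronger in 5, and under the added ones weaker in 3 and stronger in 4. The cause was not tested. With 6 to 9 AB pigs per day and 70.0% of 2-fold changes found in simulated data, smaller genotype differences in single genes would often be missed.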

Differences from the paper's values

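The paper's number of genes DE on at least one day is 6430, and 3230 were found here over the libraries of one trial. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the largest was 4129 with the replicate block. Without the libraries that resembled another pig the number was 4307, and with the replicate block as well 5385, both within 1.5 times of the paper's, and both chosen after seeing the values.

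At 4 DPI the paper's number is 4753, against 2738 here. Without a filter on low counts (3364 genes) and with edgeR's filterByExpr (3366 genes) the number was within 1.5 times of the paper's, and under the other alternatives set before the data were examined it was not. Those settings tested 20870 and 12676 genes, respectively, against 8863 expressed genes in the paper. The nearer numbers thus came from larger sets of genes and do not show a closer match.

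Fig. 2A covers pigs of both trials and plots means from the paper's day effect model. The values here are of PHGC5 pigs alone, so the comparison is between unlike sets of pigs. The difference in GBP5 between AB and AA pigs at 0 DPI is about -0.1 in Fig. 2A, read by eye, and was 0.75 log2 CPM here. Under each alternative set before the data were examined it remained above 0, from 0.36 to 0.76, and differed. At 11 DPI it is about 1.0 in Fig. 2A, read by eye, and was 0.38 here; the alternatives set before the data were examined gave 0.16 to 0.52 and none closed the gap. The levels as printed also differed. The axis of Fig. 2A is labelled log2 CPM, while its legend speaks only of log2 transformed expression. Whether the figure and the values here share a scale was not determined, so the levels may not be comparable. In AA pigs they are about 7.8, about 7.8, about 7.9, about 7.7 and about 8.0 in Fig. 2A, read by eye, at 0, 4, 7, 11 and 14 DPI, and were 3.87, 4.03, 4.08, 4.18 and 3.96 log2 CPM here. In AB pigs they are about 7.7, about 8.5, about 8.4, about 8.7 and about 9.1 in Fig. 2A, read by eye, and were 4.62, 4.84, 4.67, 4.56 and 4.82 here. A prior count of 0.5, DESeq2's size factors and no TMM each left all 10 of these levels different from the paper's.

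The paper states that CCHCR1 was significantly lower at 4 DPI than at 0 DPI. Its test was over pigs of both trials, with RIN and population structure in the model. Here its log2 fold change at 4 DPI was -0.31, with an adjusted p of 0.206 from edgeR's quasi-likelihood test.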

Other observations

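The counts of other splits of the libraries and the use of the 500 most variable genes were set before the data were examined; the other tests of explanations given here were chosen after the results were seen.

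When the day labels of the libraries at 0 to 14 DPI were swapped within pigs at random, 1 of 100 splits gave as many DE genes at 4 DPI, the real one, and the same was so at 7, 11 and 14 DPI and for any day (1 of 100 each). For AA against AB, where 0 genes passed on each of the 5 days and 231, 470, 795, 119 and 226 genes had an unadjusted p under 0.05, all of the 100 splits gave at least as many, which a real number of 0 fixes in advance, so that the comparison tells nothing about chance.

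In 13 libraries, from 9 labelled pigs, gene expression resembled another pig more than the labelled one in all 9 settings of the check. Their median correlation with the other libraries of the labelled pig was 0.033, against 0.799 for the remaining libraries, and with the nearest pig 0.649. Of the 7 whose nearest pig was of the other sex, 6 had expression of sex-specific genes that matched the nearest pig and not the label. Of the 3 such libraries labelled 0 DPI, the rows with numeric identifiers had a median of 1133.3 CPM, against 1.78 in the 22 others (exact permutation p = 0.00087). The sets overlapped: the library of pig 5155 at 0 DPI, nearest to its own pig in 9 of 9 settings, had 182.3 CPM, above the lowest of the 3 at 171.84, so a high value is not specific to libraries that resemble another pig. In 0 of the 13 was the correlation with the labelled pig above the 95th percentile of that between unrelated pigs (0.189). These libraries were picked for resembling another pig in all settings. A low value is therefore largely fixed by that choice and cannot rule out a mixture of both pigs. In some of them other values argue against a large share of the labelled pig. At 14 DPI the numeric rows had 0.12, 0.43 and 2.66 CPM in libraries of viremic pigs 5090, 5004 and 5026 (day median 300.4). They had 5.05 CPM at 4 DPI in pig 5026 (day median 2240.4) and 8.44 at 11 DPI in pig 5089 (day median 2535.0). The libraries of the male pig 5082 at 11 and 28 DPI had expression of sex-specific genes called female. For the rest of the 13 a mixture could not be told apart. The 13 libraries were also deeper, with a median of 16992553 against 13827319 counts (permutation p = 0.0459). A difference in library size therefore cannot be set aside by that test. The library of pig 5028 at 28 DPI, not among the 13, was nearest to another pig in 7 of 9 settings (r = 0.304 with its own pig). Its rows with numeric identifiers had 1529.31 CPM, against a day median of 2.4. It was kept in the results given without the 13, and its label is not settled. A candidate explanation is that some libraries carry the label of another pig or day. The counts show only which libraries resemble which pigs, and which label is right was not determined.

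Leaving out the 12 of these libraries at 0 to 14 DPI gave 2822, 300, 1986 and 602 DE genes at 4, 7, 11 and 14 DPI, in place of 2738, 155, 661 and 268. For comparison, 40 draws left out 12 libraries at random, matched by day, from those nearest to their labelled pig. Each draw thus kept the 12 libraries that resembled another pig. Of the draws, 1 gave as many genes at 4 DPI, 0 at 7 DPI, 0 at 11 DPI and 0 at 14 DPI. The medians of the draws were 2395.5, 64.5, 339 and 146.5. The rise is in line with mislabelled samples adding noise to these comparisons, as a hypothesis.

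The libraries of pig 5019 at 11 DPI and pig 5037 at 7 DPI had nearly the same counts. Their chi-square over its degrees of freedom was 4.42 over 8332 genes, against 15.6 for the next of 15931 pairs. In the check of labels the first was nearest to pig 5037 in 6 of 9 settings (r = 0.586, against 0.502 with its own pig), and the second was nearest to a pig other than its own in 3 of 9 (r = 0.647 with its own pig). The chi-square is above what sampling alone gives, so whether one library was sequenced or deposited under both labels could not be told. They are the shallowest libraries (6558579 and 4270350 counts), but of the 15930 other pairs thinned to the same depths 0 came as low, and the lowest was 9.22, so depth did not account for it. They were kept as separate libraries, and without them 147 genes were DE at 7 DPI in place of 155 and 770 at 11 DPI in place of 661. The exact permutation p for GBP5 between AB and AA pigs (n = 8 AB) at 7 DPI was then 0.104 in place of 0.0543, and the adjusted p of GBP6 at 7 DPI 0.0712 in place of 0.0496 in edgeR's quasi-likelihood test.

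PC2 of the expression values, and to a lesser degree PC1, followed the share of counts on ENSSSCG00000014725 and ENSSSCG00000007978 (r = -0.748 and -0.49 with its log2). Over the 500 most variable genes the order was the other way, with r = -0.907 for PC1 and 0.108 for PC2. A few genes taking a large part of the counts may thus account for part of the leading variation. The files used here do not pair these identifiers with symbols.

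The viremia of the pigs was not related to the 4 named genes on the same day after adjustment over 16 relations. The largest was GBP6 at 4 DPI (Pearson's r = 0.429, permutation p = 0.0289, adjusted p = 0.462; Spearman's rho = 0.449, permutation p = 0.0223, adjusted p = 0.301; r = 0.424 without the 2 libraries farthest on viremia; n = 26). Within the 7 libraries named by pig and day r was 0.96, and in the rest 0.169, so the relation was not seen in both sets. Viremia and weight gain did not differ between AB and AA pigs in 14 comparisons after adjustment. The smallest p was for viremia at 42 DPI, higher in AB pigs by 0.656 (8 AB and 18 AA pigs, exact permutation p = 0.0125, adjusted p = 0.175). Viremia was also higher in AB pigs at 28 DPI (0.21) and lower at 4, 7, 11, 14, 21 and 35 DPI. The largest of the latter differences was -0.791 at 21 DPI (exact permutation p = 0.0701, adjusted p = 0.491). Weight gain was higher in AB pigs on each day, from 0.176 kg at 7 DPI to 2.155 kg at 40 DPI. The paper selected these pigs to include fast and slow viral clearance, so they are not a random sample of the trial.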
